# The BTG4 and CAF1 complex prevents the spontaneous activation of eggs by deadenylating maternal mRNAs

**DOI:** 10.1098/rsob.160184

**Published:** 2016-09-07

**Authors:** Michał Pasternak, Sybille Pfender, Balaji Santhanam, Melina Schuh

**Keywords:** oocyte, meiosis, cell cycle, deadenylation

## Abstract

Once every menstrual cycle, eggs are ovulated into the oviduct where they await fertilization. The ovulated eggs are arrested in metaphase of the second meiotic division, and only complete meiosis upon fertilization. It is crucial that the maintenance of metaphase arrest is tightly controlled, because the spontaneous activation of the egg would preclude the development of a viable embryo (Zhang *et al.* 2015 *J. Genet. Genomics* **42**, 477–485. (doi:10.1016/j.jgg.2015.07.004); Combelles *et al.* 2011 *Hum. Reprod.* **26**, 545–552. (doi:10.1093/humrep/deq363); Escrich *et al.* 2011 *J. Assist. Reprod. Genet.* **28**, 111–117. (doi:10.1007/s10815-010-9493-5)). However, the mechanisms that control the meiotic arrest in mammalian eggs are only poorly understood. Here, we report that a complex of BTG4 and CAF1 safeguards metaphase II arrest in mammalian eggs by deadenylating maternal mRNAs. As a follow-up of our recent high content RNAi screen for meiotic genes (Pfender *et al.* 2015 *Nature* **524**, 239–242. (doi:10.1038/nature14568)), we identified *Btg4* as an essential regulator of metaphase II arrest. *Btg4-*depleted eggs progress into anaphase II spontaneously before fertilization. BTG4 prevents the progression into anaphase by ensuring that the anaphase-promoting complex/cyclosome (APC/C) is completely inhibited during the arrest. The inhibition of the APC/C relies on EMI2 (Tang *et al.* 2010 *Mol. Biol. Cell* **21**, 2589–2597. (doi:10.1091/mbc.E09-08-0708); Ohe *et al.* 2010 *Mol. Biol. Cell* **21**, 905–913. (doi:10.1091/mbc.E09-11-0974)), whose expression is perturbed in the absence of BTG4. BTG4 controls protein expression during metaphase II arrest by forming a complex with the CAF1 deadenylase and we hypothesize that this complex is recruited to the mRNA via interactions between BTG4 and poly(A)-binding proteins. The BTG4–CAF1 complex drives the shortening of the poly(A) tails of a large number of transcripts at the MI–MII transition, and this wave of deadenylation is essential for the arrest in metaphase II. These findings establish a BTG4-dependent pathway for controlling poly(A) tail length during meiosis and identify an unexpected role for mRNA deadenylation in preventing the spontaneous activation of eggs.

## 1. *Btg4*-depleted eggs progress spontaneously into anaphase II

We recently carried out a high content RNAi screen to identify new meiotic genes in mammalian oocytes [1]. In the screen, pools of 12 genes were targeted simultaneously by microinjecting mixes of siRNAs. Many of the siRNA mixes caused defects during oocyte meiosis, but for several mixes, the identity of the genes that caused the phenotypes remained to be determined. We focused on a mix that caused eggs to progress into anaphase II upon forming the second metaphase spindle. Stepwise splitting of the siRNA mix identified *Btg4* as the gene that caused the release. *Btg4*-depleted oocytes had no apparent defects during the first meiotic division (figure 1*a*): they underwent nuclear envelope breakdown (NEBD) and anaphase I with similar efficiency and timing as oocytes microinjected with control siRNAs (electronic supplementary material, figure S1*a*–*d*). In addition, the formation of metaphase II (MII) spindles was not affected (figure 1*a*). However, 63% of *Btg4*-depleted oocytes spontaneously progressed into anaphase II within 5.4 ± 1.7 h after anaphase I, whereas the control oocytes remained arrested in metaphase (figure 1*a*–*c* and electronic supplementary material, movie S1). This precocious release from metaphase II arrest was accompanied by a high incidence of lagging chromosomes (electronic supplementary material, figure S1*e*). Under physiological conditions, the release from metaphase II arrest is triggered by fertilization and results in meiotic exit and the formation of a pronucleus [2–6]. The *Btg4*-depleted oocytes that underwent anaphase II proceeded directly into a non-physiological third meiotic division (MIII) and formed a distorted MIII spindle that fragmented and had misaligned chromosomes (figure 1*a*). This phenotype was specifically due to the depletion of *Btg4*, because it could be rescued by the expression of EGFP-tagged BTG4 (figure 1*d*).

**Figure 1.**
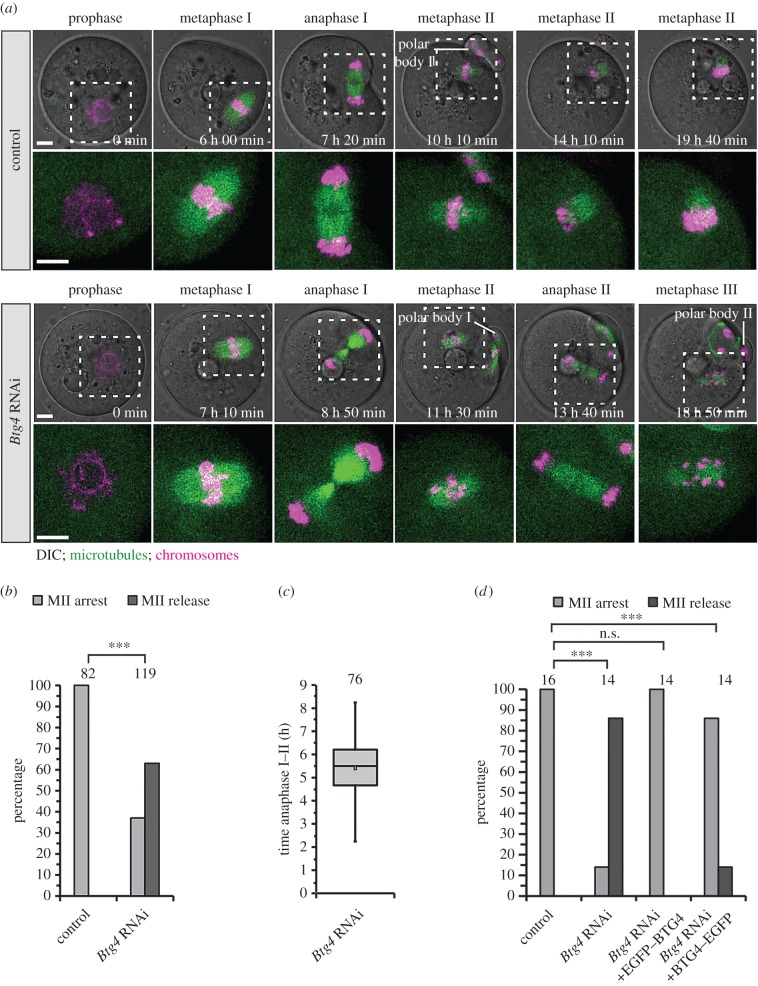
Depletion of *Btg4* triggers spontaneous resumption of meiosis. (*a*) Representative examples of oocytes microinjected with siRNAs targeting *Btg4* or injected with control siRNA. Region of spindle and chromosomes, highlighted in the top panel, is magnified without DIC below. Scale bars, 10 µm. Time stamp denotes time after the start of imaging. (*b*) Sixty-three percent of *Btg4*-depleted oocytes spontaneously resumed meiosis and progressed into anaphase II, whereas 100% of control oocytes remained arrested at metaphase II. (*c*) Time between the onset of anaphase I and anaphase II in *Btg4-*depleted oocytes. (*d*) Rescue experiments: microinjection of mRNA encoding *EGFP–Btg4* into *Btg4*-depleted (the same mix of siRNAs as in *a*–*c*) oocytes prevented spontaneous resumption of meiosis. The number of analysed oocytes is specified above the bars. *p*-Values were calculated with Fisher's exact test and *** denotes *p*-value < 0.0001. Data from 12 experiments for (*b*), 10 for (*c*) and two for (*d*). See also electronic supplementary material, figure S1 and movie S1.

## 2. BTG4 is required to inhibit the anaphase-promoting complex/cyclosome during metaphase II arrest

The maintenance of metaphase II arrest crucially relies on the inhibition of the anaphase-promoting complex/cyclosome (APC/C). The APC/C is activated at the metaphase-to-anaphase transition during the first meiotic division, when it triggers the progression into anaphase by targeting cyclin B and securin for degradation. Subsequently, it becomes inactivated and inhibited during metaphase II arrest, so that the levels of cyclin B and securin remain high [7–10]. We tested if the spontaneous release from metaphase II arrest in *Btg4*-depleted oocytes was due to impaired inhibition of the APC/C by monitoring the levels of APC/C activity in live oocytes throughout maturation. To this end, we expressed fluorescent cyclin B and securin in oocytes undergoing meiosis and quantified their intensity. As expected, cyclin B and securin levels were high after NEBD and both proteins were rapidly degraded before the onset of anaphase I, when the APC/C was activated (figure 2 and electronic supplementary material, figure S2*a*). In control oocytes, the levels of cyclin B and securin were partially restored after the extrusion of the first polar body, when the metaphase II spindle was formed (figure 2 and electronic supplementary material, figure S2*a*), indicative of effective inhibition of the APC/C. In contrast, *Btg4*-depleted oocytes failed to re-accumulate securin and cyclin B after the completion of the first meiotic division, indicating that the APC/C was not efficiently inhibited. Residual inhibition of the APC/C was probably achieved, because the levels of cyclin B and securin still slowly increased following anaphase I, albeit at a much lower rate than in control oocytes. The cyclin B and securin levels decreased again when the oocytes progressed into anaphase II (figure 2).

**Figure 2.**
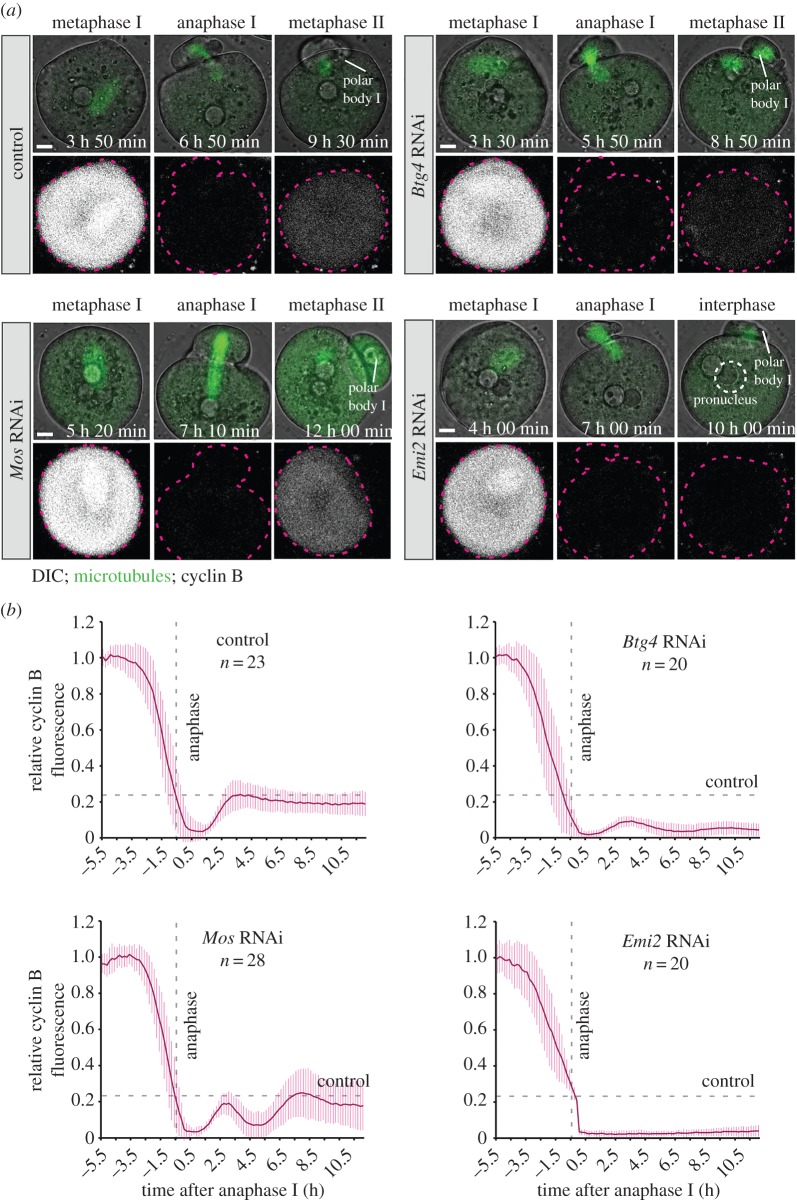
*Btg4*-depleted oocytes fail to inhibit the APC/C. (*a*) Representative examples of oocytes microinjected with siRNAs targeting *Btg4, Mos, Emi2* or microinjected with control siRNA and expressing fluorescent cyclin B during oocyte maturation. Scale bars, 10 µm. Time stamp denotes time after the start of imaging. Pink dashed line outlines the oocyte. (*b*), Quantifications of cyclin B signal intensity measured in the middle section of each oocyte, reflecting changes in APC/C activity over time (time 0 was set as anaphase onset). High fluorescence correlates with low APC/C activity. Vertical dashed lines indicate anaphase onset and horizontal dashed lines indicate the fluorescence recovery in control oocytes during metaphase II. Data from two independent repetitions. See also electronic supplementary material, figure S2 and S3.

Two major pathways are known to mediate metaphase II arrest and the inhibition of the APC/C [6,11]. The first pathway relies on EMI2, a direct inhibitor of the APC/C [12].

EMI2 is expressed only when the oocytes have progressed into anaphase I and is required for both the establishment and the maintenance of metaphase II arrest, and *Emi2*-depleted oocytes enter interphase and form a pronucleus after completion of the first meiotic division [13,14] (electronic supplementary material, figure S3*a*,*e*). The second pathway involves the MOS/MEK/MAPK signalling cascade and is required for the maintenance of metaphase II arrest [15,16]. *Mos*-depleted oocytes undergo two consecutive meiotic divisions and proceed to metaphase III, similarly to *Btg4*-depleted oocytes (electronic supplementary material, figure S3*a*–*c*). However, in contrast to *Btg4*-depleted oocytes, they extrude abnormally large polar bodies and transiently form a nucleus before entering second meiotic division (electronic supplementary material, figure S3*a*–*c*). The exact mechanism by which the MOS/MEK/MAPK pathway mediates metaphase II arrest in mammalian oocytes remains to be determined. Given the essential function of the EMI2- and MOS-dependent pathways in metaphase II arrest, we tested if the activity of these pathways is affected upon *Btg4* depletion.

First, we compared the degree of APC/C inhibition in *Btg4*-, *Mos-* and *Emi2-* depleted oocytes by analysing the levels of cyclin B and securin in real time, using live fluorescence microscopy. In contrast to *Btg4*-depleted oocytes, *Mos*-depleted oocytes were able to inhibit the APC/C after the completion of the first meiotic division, as indicated by the re-accumulation of cyclin B and securin (figure 2 and electronic supplementary material, figure S2*a*). In contrast, *Emi2*-depleted oocytes were unable to inhibit the APC/C as evident from the complete degradation of cyclin B and securin (figure 2 and electronic supplementary material, figure S2*a*). The inhibition of the APC/C was thus severely impaired in both *Emi2*- and *Btg4*-depleted oocytes, with slightly lower levels of APC/C activity in *Btg4*-depleted oocytes.

We then tested directly if either the MOS/MEK/MAPK or EMI2 pathways were affected upon *Btg4* depletion. RNAi against *Btg4* did not perturb MAPK activation during metaphase II as evident from the level of phosphorylated and thus active MAPK (electronic supplementary material, figure S2*b*). In contrast, *Btg4* depletion did indeed impair the EMI2-dependent pathway: western blots with an EMI2-specific antibody revealed that the levels of EMI2 were strongly decreased upon *Btg4* depletion (electronic supplementary material, figure S2*b*). The impaired inhibition of the APC/C in the absence of BTG4 as well as the release from metaphase II arrest could thus be facilitated by the decrease in EMI2 levels.

## 3. BTG4 forms a functional complex with CAF1 deadenylase

The decrease in EMI2 levels upon BTG4 depletion suggested a function of BTG4 in controlling gene expression. Consistent with such a function, exogenous EGFP-tagged BTG4 localized to both the nucleus and the cytoplasm of a maturing oocyte, where it could be involved in controlling gene expression (electronic supplementary material, figure S1*d*). A recent study reported a similar pattern of cellular localization, yet showed that the endogenous protein is synthesized only in metaphase II [17]. To identify the mechanism by which BTG4 affects protein expression, we searched systematically for interaction partners of BTG4 by performing a yeast two-hybrid screen (Y2H). The screen identified several potential interaction partners, including CNOT7 and CNOT8 (electronic supplementary material, table S1). These proteins are homologues of CAF1, a catalytic subunit of the CCR4–NOT deadenylase complex [18,19]. CCR4–NOT is a major cellular deadenylase, which shortens the poly(A) tails of mRNAs [20]. The deadenylation leads to translational silencing of the target mRNAs and typically initiates the cytoplasmic decay of the respective mRNA [21,22]. Given that CNOT7 and CNOT8 can function redundantly [23], we co-depleted both of them. Co-depletion resulted in a release from metaphase II arrest, mirroring the phenotype of *Btg4* depletion (figure 3*a*,*b*; electronic supplementary material, figure S4*a* and movie S2). In addition, co-depletion of *Cnot7* and *Cnot8* caused chromosome alignment defects, lagging chromosomes during anaphase I and an increase in the fraction of oocytes that arrested in metaphase I (electronic supplementary material, figure S4*b*–*c*). This wide range of defects is likely to reflect the importance of the CCR4–NOT complex in several steps of meiosis and indicates that it has a broad spectrum of targets [18]. To test if BTG4 and CNOT7 or CNOT8 interact directly, we mutated a predicted interaction site within the BTG4 APRO domain, based on homology with BTG2 [24]. The introduced mutation (W95A) abolished the interaction with CNOT7 and CNOT8 (figure 3*c*). Importantly, the mutant BTG4 was unable to rescue metaphase II arrest in *Btg4*-depleted oocytes (figure 3*d*). This shows that BTG4's function during oocyte maturation crucially depends on its interaction with CNOT7 and CNOT8, and suggests that BTG4 prevents the spontaneous resumption of meiosis by controlling mRNA deadenylation.

**Figure 3.**
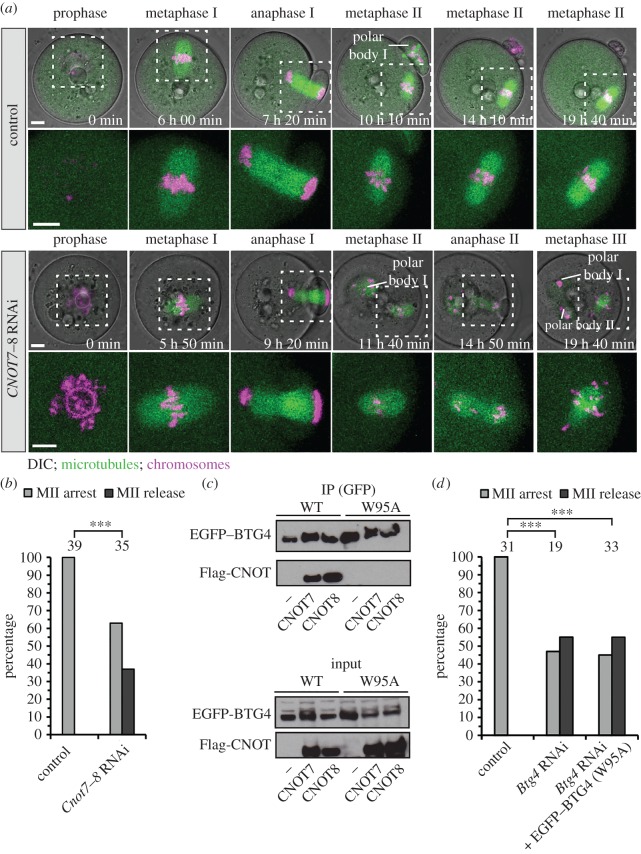
BTG4 forms a functional complex with CAF1 (CNOT7 and CNOT8) deadenylase. (*a*) Representative examples of oocytes microinjected with siRNAs targeting the *Cnot7* and *Cnot8* subunits of CCR4–NOT deadenylase or control siRNA. Region of spindle and chromosomes, highlighted in the upper panel, is magnified without DIC below. Scale bars, 10 µm. Time stamp denotes time after the start of imaging. (*b*) Thirty-seven percent of *Cnot7–8*-co-depleted oocytes spontaneously resumed meiosis and progressed through anaphase II. (*c*) Co-immunoprecipitation and western blot on HeLa cells expressing wild-type EGFP–BTG4 (WT) or mutant (W95A) together with Flag-CNOT7 or Flag-CNOT8. Only wild-type BTG4 interacted with CNOT7 and CNOT8. (*d*) Rescue experiments: injection of mRNA encoding mutant EGFP–BTG4 (W95A) into *Btg4*-depleted oocytes did not rescue the phenotype. The number of analysed oocytes is specified above the bars. *p*-Values were calculated with Fisher's exact test and *** denotes *p*-value < 0.0001. Data from six experiments for (*b*), and three for (*c*) and (*d*). See also electronic supplementary material, figure S4 and movie S2.

BTG4 does not contain any known RNA-binding domain. It is thus likely to rely on a second interaction partner to mediate binding of the CCR4–NOT complex to mRNA. A recent study suggested that BTG4 may interact with eIF4E to bind to mRNAs [17]. Interestingly, our Y2H screen identified PABPN1 as additional binding partner of BTG4. PABPN1 binds directly to poly(A) tails and facilitates mRNA deadenylation by CCR4–NOT [25]. PAPBN1 could therefore be involved in mediating the recruitment of the BTG4–CCR4–NOT complex to target mRNAs. We depleted *Pabpn1* by RNAi and compared the resulting phenotypes with those caused by depleting *Btg4* or *Cnot7/Cnot8*. Microinjection of siRNAs targeting *Pabpn1* resulted in a release from metaphase II arrest in a subset of injected oocytes (electronic supplementary material, figure S4*f*) or caused a metaphase I arrest (electronic supplementary material, figure S4*g*), reminiscent of the phenotypes observed upon *Btg4* or *Cnot7/Cnot8* depletion. The model that poly(A)-binding proteins such as PABPN1 recruit the BTG4/CCR4–NOT complex to its target mRNAs is further supported by the fact that other members of the BTG/TOB family also interact with poly(A)-binding proteins [26]. Recently, BTG2 was shown to bridge CCR4–NOT to another poly(A)-binding protein, PABPC1 [27]. This suggests that the mechanism of the recruitment of BTG/TOB proteins to target mRNAs via poly(A)-binding proteins is likely to be conserved. However, the interaction between BTG4 and poly(A)-binding proteins remains to be confirmed *in vivo*.

## 4. Depletion of *Btg4* perturbs mRNA deadenylation and protein synthesis

To test for a role of BTG4 in mRNA deadenylation, we constructed cDNA libraries from mRNAs containing poly(A) tails in control and *Btg4*-depleted early MII oocytes (before the release from MII arrest) and compared the transcriptomes by RNA sequencing (RNA-seq). This revealed prominent differences in transcript abundancies in the poly(A)-enriched fraction. In particular, a large number of transcripts were upregulated in *Btg4*-depleted oocytes (figure 4*a*,*b* and electronic supplementary material, table S2). 

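The comparison rests on 6 libraries, 3 of control oocytes and 3 of *Btg4*-depleted oocytes, each made from 50 oocytes, and figure 4 gives them as biological repetitions. The oocytes were follicle-enclosed and came from (C57BL × CBA) F1 females, which the sample labels give as 10 to 12 days old, and the follicles were then cultured for 8 to 10 days before the oocytes matured to metaphase II. *Btg4* was depleted with a mix of 3 siRNAs, small double-stranded RNAs that direct cleavage of a matching mRNA, at a concentration of 1 to 6 µM.

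The 3 target sequences were matched to the mouse genome GRCm38 with the GENCODE M21 annotation. All lie on the plus strand of chromosome 9 in the *Btg4* transcript of 1486 nucleotides and 5 exons, which has 212 nucleotides of 5′ UTR, 753 of coding sequence and 521 of 3′ UTR. The first, AAGGGCTTGTGCTGAGAGTAA, lies in the coding sequence of exon 3 from 51117193 to 51117213, within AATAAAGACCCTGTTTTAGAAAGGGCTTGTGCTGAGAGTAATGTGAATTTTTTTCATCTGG. The second, AAGCCTGAATATTTGACTCTA, lies in the 5′ UTR in exon 1 from 51116165 to 51116185, within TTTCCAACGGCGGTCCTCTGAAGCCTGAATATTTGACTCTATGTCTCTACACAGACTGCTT. The third, AAGGAAGACTTGAAATAAATA, lies in the 3′ UTR in exon 5 from 51119572 to 51119592, within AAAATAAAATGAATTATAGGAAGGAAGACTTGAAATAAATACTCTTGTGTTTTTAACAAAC.

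cDNA was made and amplified with a SMARTer kit, which primes on poly(A) tails, from about 10 ng of total RNA, and was sequenced from both ends for 100 bases at an insert size of 200 base pairs. The level of a transcript in these libraries therefore depends on the amount of the RNA and on its poly(A) tail. The authors deposited a table of 15707 genes with the mean FPKM (fragments scaled to transcript length and to the mapped fragments of the library) of each group, and lists of the genes they called with DESeq2 and NOISeq. The submitters' processing notes name BWA and mm9. The table of all genes holds the mean of the 3 libraries and not the single libraries, so the values below carry no SD, and the only replicate error comes from the authors' own tests. Summed FPKM was 408816 in the control group and 427823 in the *Btg4*-depleted group, and the lowest listed value was 0.01. Totals of fragments per library were not among the values used here, but the authors' mean normalized counts of 320 called genes, divided by their FPKM and length, give an estimated library size of 7.83 M fragments (5th to 95th percentile over genes 6.92 to 8.12 M). At that depth, 1 FPKM of a transcript of 2 kilobases is about 15.7 fragments.

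Group means were scaled to each other by a trimmed mean of the log2 ratios (TMM), which added 0.16 to each log2 ratio of FPKM, *Btg4*-depleted over control, before a pseudocount. The log2 ratios were taken of FPKM + 1 over the 10012 genes with a mean FPKM of at least 1. The pseudocount of 1, added after scaling, makes the ratios of low genes smaller, and the scaling adds less to them. Unscaled, the median log2 ratio of these genes was -0.15, and after scaling it was -0.02, so that a change is relative to the median transcript and not to the amount of RNA per oocyte.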

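*Btg4* itself, the target of the siRNAs (gene 56057), fell in *Btg4*-depleted oocytes. The authors' mean FPKM was 1766 in control and 39.3 in *Btg4*-depleted oocytes, a log2 ratio of -5.29 after scaling, and the authors' deposited table gives a log2 fold change of -4.65 (standard error 0.52, adjusted p = 2.0e-15 from DESeq2). At a mean FPKM of at least 5, the genes with the largest called increases included *Fech*, the last enzyme of haem synthesis, *Uqcrfs1*, the iron-sulphur subunit of respiratory complex III, and *Lgmn*, a lysosomal protease. At the same level, those with the largest called decreases after *Btg4* included *Eif4ebp2*, a repressor of cap-dependent translation, *Lamtor2*, a subunit of the lysosomal Ragulator complex, *Piwil1*, an Argonaute protein of the piRNA pathway, and *Khsrp*, a protein that binds AU-rich elements and promotes mRNA decay.

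The authors' mean FPKM of *Lgmn* was 6.11 in control and 54.8 in *Btg4*-depleted oocytes (log2 ratio 3.12). *Fech* was at 1.14 and 11.3, and *Uqcrfs1* at 1.32 and 15.8. With *2310036O22Rik*, *Malsu1*, *BC055324*, *Hps6*, *Tmub1* and *Drg1*, these genes have log2 fold changes of 2.93 to 3.47 in the authors' deposited table. In the other direction, *Eif4ebp2* was at 11.8 and 0.800 (log2 ratio -2.71), *Lamtor2* at 45.1 and 6.65 (-2.44), *Piwil1* at 20.2 and 3.38 (-2.13) and *Khsrp* at 15.9 and 2.79 (-2.02). *Fastkd1*, *Hey1*, *Aldh18a1*, *Gnai3* and *Gli3* complete the 10 largest decreases at this level, and apart from *Btg4* these lie between -3.07 and -1.76 in the log2 fold changes of the authors' deposited table. Some genes of lower level were called with larger fold changes in both directions.

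Over all measured genes, 1953 had a group mean at least 2-fold higher in *Btg4*-depleted oocytes and 1140 at least 2-fold lower, so that 63.1% of these genes were higher (95% Wilson interval over genes 61.4 to 64.8, which leaves out the error between libraries). With the FPKM as deposited, without scaling, the numbers were 1617 higher and 1677 lower, or 49.1% higher. These counts come from group means without a test.

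**Figure D1:**
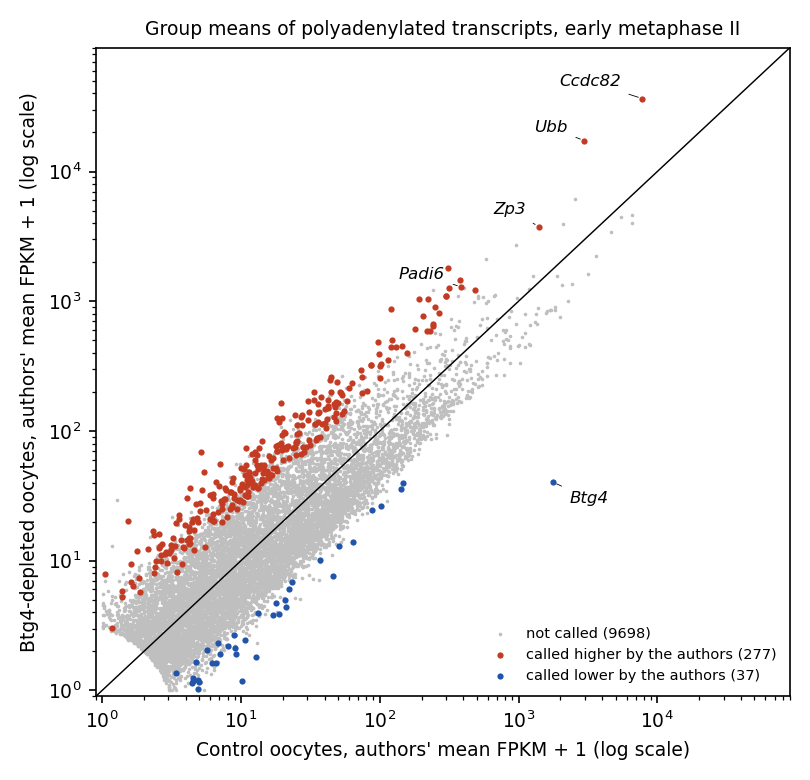
Authors' mean FPKM + 1 in control (x axis) and *Btg4*-depleted oocytes (y axis), both on log scales and unscaled, for the 10012 genes with a mean FPKM of at least 1. Each point is a gene, coloured by the authors' DESeq2 call (277 higher, 37 lower, 9698 not called), and the line marks equal values. *Btg4* lies far below the line, and *Ccdc82* and *Ubb* are the highest of the genes called higher.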

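The genes that the authors called higher with DESeq2 spread over several parts of the oocyte's own programme and over basic cell functions. By DESeq2, 6 of 27 measured oocyte-specific genes rose, among them *Padi6*, a component of the subcortical maternal complex, *Nobox* and *Lhx8*, transcription factors of the early oocyte, and *Mael*, a piRNA pathway gene, while *Piwil1* fell. Of 14 genes of the *Fbxw* cluster, F-box genes expressed in the oocyte, 5 rose and none fell. Some genes for protein folding and translation also rose, with 4 of 14 chaperonin and prefoldin genes, 6 of 43 translation factors, 3 of 18 cytosolic aminoacyl-tRNA synthetases and 3 of 9 subunits of the COP9 signalosome, a regulator of ubiquitin ligases, and none of these lists held a gene that fell. NOISeq alone also called *Pfdn6*, *Eif1ax* and *Cops6* higher in these lists. Ribosomal protein genes had no excess of DESeq2 calls, with 2 of 84 cytosolic (odds ratio 0.89) and 1 of 76 mitochondrial ones (odds ratio 0.46), but NOISeq called 6 of the cytosolic ones higher.

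*Padi6* was at 386 authors' mean FPKM in control and 1287 in *Btg4*-depleted oocytes (log2 ratio 1.90), and the authors' deposited table gives a log2 fold change of 1.92 (standard error 0.37, adjusted p = 2.3e-05 from DESeq2). *Nobox* was at 204 and 767, *Lhx8* at 26.4 and 131, and *Mael* at 12.4 and 72.6. *Gtsf1* and *Zp3*, the other genes of this list that rose, are named after their values were seen. *Fbxw15* was at 314 and 1273, *Fbxw26* at 43.7 and 198, and *Fbxw13* at 37.0 and 183, and members of this cluster may share reads with near-identical copies. *Cct5*, a chaperonin subunit, was at 95.3 and 480 (log2 ratio 2.48), *Eef1a1*, the elongation factor that brings aminoacyl-tRNA to the ribosome, at 122 and 499 (2.18), *Cops5*, the catalytic subunit of the signalosome, at 20.0 and 71.7 (1.95), and *Qars*, glutaminyl-tRNA synthetase, at 39.0 and 146 (2.04).

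DESeq2 increases were more frequent in these 6 lists than among the 9788 genes deep enough to be called (Fisher's exact test, two-sided, adjusted over 21 lists). The odds ratios were 19.4 for the *Fbxw* cluster (adjusted p = 0.00060), 10.0 for the oocyte-specific genes (adjusted p = 0.00092), 13.9 for chaperonin and prefoldin (adjusted p = 0.0035), 5.67 for translation factors (adjusted p = 0.0065), 17.3 for the signalosome (adjusted p = 0.0070) and 6.93 for the synthetases (adjusted p = 0.047). Oxidative phosphorylation, with 6 DESeq2 increases such as *Atp5a1* and *Cyc1* among 78 measured genes, had an odds ratio of 2.99 (adjusted p = 0.061). Against random genes matched on level and length, which rise more often, the number of increases was at percentile 99.4 for the *Fbxw* cluster, 99.2 for oocyte-specific genes, 99.1 for chaperonin and prefoldin, 98.8 for the signalosome and 97.9 for oxidative phosphorylation. Translation factors (97.4, with 2.62 increases expected) and synthetases (96.6, with 0.91 expected) were not in the top 2.5%. The lists were written before the deposited files were examined but after the supplementary table of called genes had been read, so they are not independent of the calls. Both comparisons also treat genes as independent, while genes of a list may move together in the same libraries or share reads. The p-values may therefore be too small.

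The called genes also differed in length. The median transcript length was 2112 bases for genes called higher, 4276 for genes called lower and 2701 for measured genes not called. Across the measured genes, the log2 ratio fell with transcript length (Spearman's rho -0.33 across genes, which are not independent replicates).

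**Figure D2:**
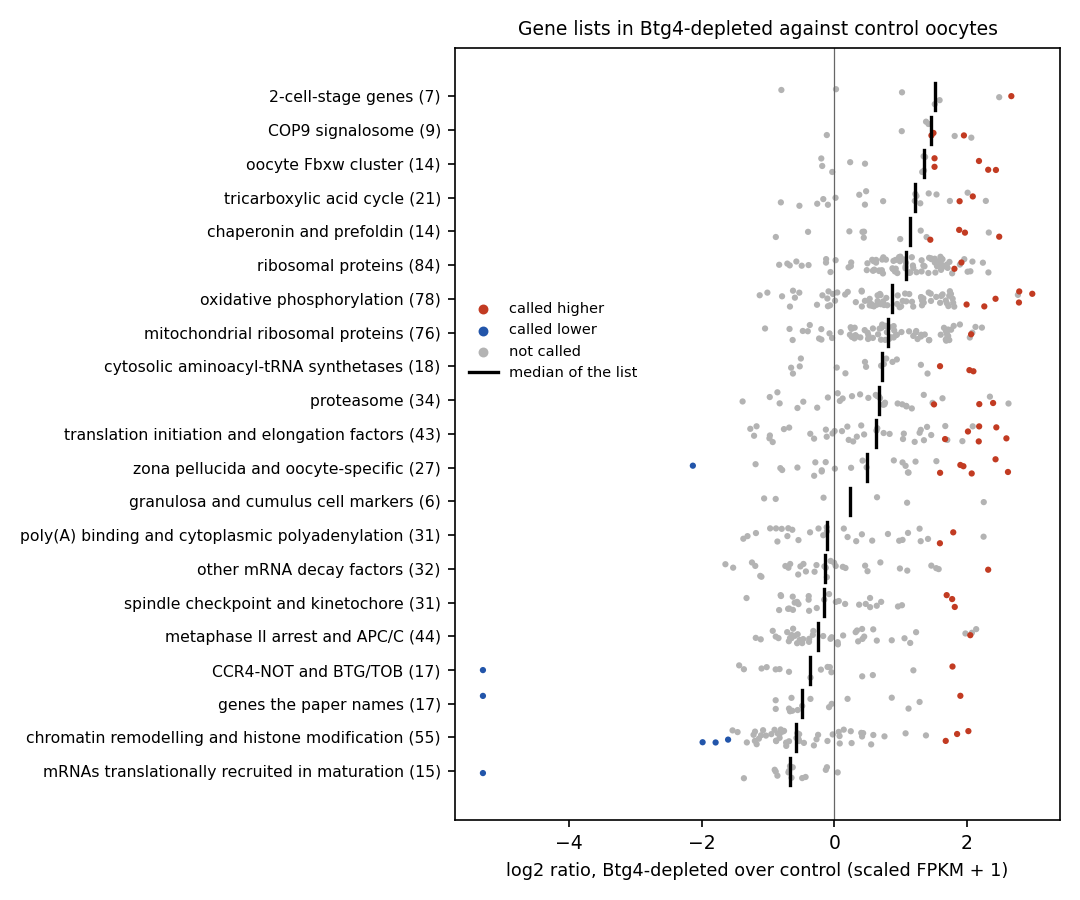
Log2 ratio of *Btg4*-depleted over control (x axis; scaled FPKM + 1) of each measured member of 21 gene lists, with the number of measured members in brackets. Points are genes, coloured by the authors' DESeq2 call, and black bars are list medians, which run from -0.67 for mRNAs recruited to translation in maturation to 1.51 for 2-cell-stage genes. Vertical scatter within a list has no meaning.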

The increase in the fraction of poly(A) tailed mRNAs must have resulted from impaired mRNA deadenylation or degradation, because oocytes at this developmental stage do not synthesize new RNA [28,29]. Consistent with our findings, a recent study that was published while this manuscript was in preparation reported impaired mRNA deadenylation at the meiosis I–II transition in oocytes from *Btg4*^−/−^ mice [17]. The study showed that in oocytes from *Btg4^−/−^* mice, the timely degradation of mRNA at MI–MII transition is perturbed and that several tested mRNAs that should have been deadenylated at this transition, such as *Padi6, Zp2* and *Fgf2*, retained their poly(A) tails. However, what is the link between impaired mRNA deadenylation in *Btg4*-depleted oocytes and the release from metaphase II arrest? We observed that the levels of EMI2 were decreased upon *Btg4* depletion. Interestingly, the reduction of EMI2 was not due to a decrease in the amount of polyadenylated *Emi2* mRNA (electronic supplementary material, figure S2*c*). We hypothesized that the observed phenotypes could instead be caused by the presence of excess amounts of polyadenylated mRNA in the absence of BTG4. Transcripts that should normally be deadenylated or degraded during the MI–MII transition may occupy the translational machinery, for instance by sequestering poly(A) binding proteins. As a result, this could lead to an insufficient capacity of the oocyte to translate the mRNAs that are essential for metaphase II arrest, such as mRNAs encoding EMI2. To test this hypothesis, we microinjected identical amounts of mRNA encoding EGFP into control and *Btg4*-depleted oocytes in metaphase II. We observed that the expression of EGFP was decreased by 79% in *Btg4*-depleted oocytes (figure 4*c*). We also microinjected oocytes in prophase with mRNA encoding EGFP under the control of the 3′UTR of *cyclin A2*, which is known to be partly degraded during meiosis I and re-synthesized during metaphase II arrest [30]. The 3′UTR dictates when the mRNA is translated during the meiotic cell cycle [22,31,32]. As expected, expression of EGFP was low during meiosis I and increased at the MI–MII transition (figure 4*d*). We observed that the expression was decreased in *Btg4*-depleted oocytes by about 55% in comparison with the control group (figure 4*d*). To test if this reduction results from saturation of the translational machinery or overall inhibition of translation, we compared the translation rates in control and *Btg4*-depleted MII oocytes. To this end, we incubated oocytes that had completed the first meiotic division in medium containing l-homopropargylglycine (HPG), an analogue of methionine that can be detected using Click-IT chemistry (Life Technologies). The HPG signal that is indicative of the overall level of translation was nearly three times higher in *Btg4*-depleted oocytes than in controls (figure 4*e*,*f*), suggesting that global translation is increased upon Btg4 depletion. In further support of our hypothesis that the abundancy of polyadenylated mRNAs is responsible for the phenotype of *Btg4* depletion, microinjection of *in vitro* polyadenylated *EGFP* mRNA into metaphase II arrested oocytes triggered the onset of anaphase II, whereas microinjection of *EGFP* mRNA without the poly(A) tail had no effect (figure 4*g*,*h* and electronic supplementary material, movie S3). Collectively, these data show that *Btg4* depletion causes an increase in polyadenylated mRNAs and reduced expression of proteins that are normally expressed during metaphase II arrest. 

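In the poly(A) fraction, the transcripts that the authors called higher with DESeq2 made up 5.50% of summed FPKM in control and 22.4% in *Btg4*-depleted oocytes. They were called for large increases in these same libraries, so a rise of their share followed from the selection and is no separate support. *Ccdc82*, which encodes a coiled-coil protein, was the most abundant of all listed transcripts in *Btg4*-depleted oocytes, at 36507 authors' mean FPKM against 7794 in control (log2 ratio 2.39), and *Ubb*, a polyubiquitin gene, followed at 17309 against 2976 (log2 ratio 2.70). In the authors' deposited table both rose, *Ccdc82* with a log2 fold change of 2.29 (standard error 0.48, adjusted p = 0.00013 from DESeq2) and *Ubb* with 2.63 (standard error 0.41, adjusted p = 1.8e-07 from DESeq2).

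These genes, chosen here after their values were seen, held 58.6% of the rise in summed FPKM of the genes called higher, and *Ubb* may share reads with other ubiquitin genes. Without the pair, the genes called higher made up 2.94% of the remaining FPKM in control and 11.3% in *Btg4*-depleted oocytes. The transcripts called lower went from 0.662% of summed FPKM to 0.058%, most of it *Btg4*, and this fall likewise followed from the selection. The composition of the libraries also differed in RNA without a poly(A) tail of the mRNA kind: the 18S ribosomal RNA *Rn18s* was at 2553 authors' mean FPKM in control and 6189 in *Btg4*-depleted oocytes (log2 ratio 1.44) and its precursor *Rn45s* at 1.28 and 2.11 (log2 ratio 0.55), and neither was called. FPKM is relative to the mapped fragments of each library, so these shares do not give the amount of RNA per oocyte.

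For the transcripts upregulated in the poly(A) fraction, the paper reasons that the increase must come from impaired deadenylation or degradation, because oocytes at this stage make no new RNA. Its conclusion here also draws on reporter mRNAs, labelling of new protein and mRNA injection, which were not analysed here.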

An increase in the abundancy of polyadenylated mRNAs and the resulting imbalance in protein expression are sufficient to trigger the spontaneous resumption of meiosis.

**Figure 4.**
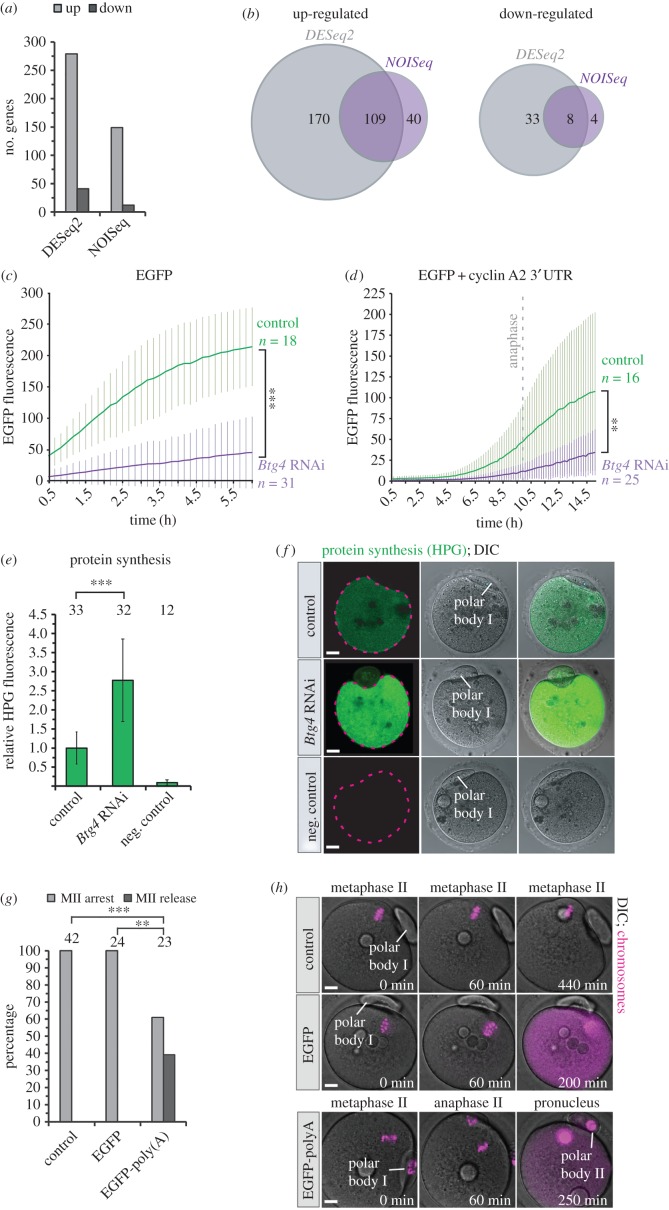
BTG4 limits global protein expression to enable the expression of proteins required for MII arrest. (*a*) Differentially-regulated genes upon *Btg4* depletion as indicated by DESeq2 or NOISeq analysis of RNA-seq results, showing an increase in the number of polyadenylated mRNAs. (*b*) Overlaps between DESeq2 and NOISeq analysis. (*c*) Expression of EGFP upon injection of mRNA into MII oocytes, showing significantly reduced levels of translation in *Btg4*-depleted oocytes. (*d*) Expression of EGFP upon microinjection of mRNA containing the 3′UTR of cyclin A2 into prophase-arrested oocytes, showing significantly reduced levels of translation in *Btg4*-depleted oocytes after the meiosis I–II transition. (*e*) Quantification of nascent protein synthesis during metaphase II in control and *Btg4*-depleted oocytes incorporating HPG. Representative examples are shown in (*f*). (*g*) Microinjection of polyadenylated mRNA encoding EGFP into metaphase II oocytes resulted in the spontaneous resumption of meiosis, while injection of a non-polyadenylated version had no effect. Representative examples are shown in (*h*). The increasing signal in the red channel (magenta) comes from bleed-through from the very strong EGFP signal at later time points after mRNA injection. Scale bars, 10 µm. The number of analysed oocytes is specified above the bars. Time stamps in (*c*,*d*,*h*) denote time after the start of imaging. *p*-Values were calculated with Fisher's exact test (*e*) or Student's *t*-test. For (*c*) and (*d*), the *t*-test was performed on the measurements from the final time points. *** denotes *p*-value < 0.0001, ** denotes *p*-value < 0.01. Data from three biological repetitions in (*a*) and (*b*), two experimental repetitions in (*c*,*d*,*e,f*) and three repetitions in (*g*) and (*h*). See also electronic supplementary material, movie S3.

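For the comparison in figure 4*b*, the authors' lists were intersected by gene. *Btg4*, *Lamtor2*, *Arid1a*, a chromatin remodelling subunit, and *Gnai3*, an inhibitory G protein subunit, were called lower by both methods, and *Padi6*, *Nobox*, *Fbxw15*, *Cct5* and *Atp5a1*, a subunit of the ATP synthase, were called higher by both. In all, 109 genes were called higher by both methods and 8 lower by both, and 0 genes were called in opposite directions. DESeq2 alone called 170 higher and 33 lower, and NOISeq alone called 40 higher and 4 lower. The numbers in the diagram of figure 4*b* match these.

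Genes called only by DESeq2 include the low transcripts *Fech* and *Zscan4d*, the latter a 2-cell-stage gene at 2.40 and 18.7 authors' mean FPKM in control and *Btg4*-depleted oocytes (log2 ratio 2.67), which may share reads with other *Zscan4* genes. Both sets of calls were made by the authors on these same libraries.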

## 5. Discussion

Our *in vivo* analysis of the function of BTG4 sheds light on general mechanisms underlying metaphase II arrest in mammalian oocytes, a stage of critical importance for fertilization and the development of a viable embryo [6,11]. The detection of this phenotype required high-resolution imaging of live Btg4-depleted oocytes, which may explain why this phenotype was not reported in a recent study [17]. We propose that a complex of BTG4 and CCR4–NOT deadenylase is crucial for deadenylating a large number of mRNAs during metaphase II arrest (electronic supplementary material, figure S5). The large-scale deadenylation and degradation of mRNAs at the MI–MII transition has been well documented [33,34], yet its role remained elusive. Our data suggest that this large-scale deadenylation relieves pressure from the translational machinery and is a prerequisite for timely expression of several proteins that are essential later in meiosis for the maintenance of metaphase II arrest. This mechanism might ensure that the translational machinery is recruited to late instead of early meiotic transcripts. Our findings also highlight that experimentalists should avoid expressing high amounts of exogenous polyadenylated mRNAs in oocytes and embryos. As shown in this study, this can lead to an imbalance in the translation of endogenous proteins and cause non-specific defects.

The poly- and deadenylation of mRNAs is a major mechanism of regulating gene expression in oocytes [22,31], yet the proteins that mediate the dynamic control of poly(A) tail lengths of subsets of mRNAs are largely unclear, especially in mammals. Our work reveals an essential complex that controls the deadenylation of mRNAs during metaphase II arrest. It also provides a striking example of how the removal of a single protein can have disastrous consequences for the entire balance of protein synthesis and cell fate. Recently, *Btg4*^−/−^ mice have been reported to be infertile but otherwise viable [17]. This suggests that BTG4 is important primarily for reproduction, but not in other cells of the body. These properties make *Btg4* a good candidate whose mutation could contribute to the spontaneous abortive activation of eggs that has been implicated in infertility in humans [35,36]. Our findings reveal a major role of *Btg4* in the formation of a viable egg and suggest that the impaired embryonic development and female infertility observed in *Btg4^−/−^* mice [17] originate at least partially from defects during meiosis. It is conceivable that the imbalance in protein synthesis in *Btg4^−/−^* mutant mice also affects the stages after fertilization and thereby contributes to defects during embryo development. Interestingly, mutations in other BTG/TOB genes have also been linked to several types of cancer [37–40]. The mechanism of mRNA deadenylation by different BTG/TOB proteins is likely to be conserved. It is thus conceivable that the misregulation of BTG/TOB proteins can trigger a particularly efficient and dangerous route of cell reprogramming, which can have disastrous consequences not only for fertility but also in the context of cancer.

## 6. Material and methods

### 6.1. Preparation and culture of oocytes

All animals were maintained in a specific pathogen-free environment according to UK Home Office regulations. Fully grown oocytes from FVB females or follicle-enclosed oocytes from (C57BL × CBA) F_1_ females were isolated, microinjected and cultured as previously described [1]. All siRNAs were purchased from QIAGEN and 6 pl with a concentration of 1–6 µM were microinjected into follicle-enclosed oocytes:

BTG4

AAGGGCTTGTGCTGAGAGTAA

AAGCCTGAATATTTGACTCTA

AAGGAAGACTTGAAATAAATA

CNOT7

AGCAAGCATTCTGTTATGAAA

CAGGAAGTTGCTGAGCAGTTA

CTGGATGAAGAGATGAAGAAA

CNOT8

AAGGACAATTGTAAGAAGTAA

ATGCTTGTAAATATTATTTAT

TGCAATGTTGATCTTCTTAAA

TTGCTCTGAATTTGTAAACAA

EMI2

CGGCATGAACTTTAAAGGCAA

AAACTTCTAAATGATGATTTA

TCCATCAAATGTAATCTATAA

AAGCAGATCTCTGGAAAGTAA

MOS

CCCGAAGACTCCAACAGCCTA

AACAGGTATGTCTGATGCATA

CTCGGTGTATAAAGCCACTTA

CACGCCCAAAGCTGACATCTA

PABPN1

CCCAAAGGGTTTGCATATATA

CCGGAGCTAGAAGCGATCAAA

CCCAGTGATCATGTCTCTTGA

AGGAAGAGGCTGAGAAGCTAA

### 6.2. Expression constructs and mRNA synthesis

Previously published constructs were used for the visualization of chromosomes, pGEMHE-H2B–mRFP1 [41], or meiotic spindle, pGEMHE–EGFP–MAP4 [41] or pGEMHE–EGFP–α-tubulin [42]. The *Mus musculus Btg4* and *cyclin B* ORFs as well as *Emi2* and *cyclin A2* 3′UTR sequences were amplified from mouse oocyte cDNA. The *Btg4* ORF was inserted into pmEGFP-C1 and pmEGFP-N1 vectors (Clontech), using *Eco*RI and *Bam*HI. EGFP–Btg4 and Btg4–EGFP were then subcloned into pGEMHE, using *Age*I and *Bam*HI or *Nhe*I and *Not*I, respectively. pGEMHE–EGFP–Btg4 was mutated using the QuickChange II XL site-directed mutagenesis kit (Agilent). The *cyclin B* ORF was cloned into the pmCherry-N1 vector (Clontech), using *Age*I and *Nhe*I. Cyclin B-mCherry was then subcloned into the pGEMHE vector, using *Nhe*I and *Not*I. To obtain pGEMHE–securin–mCherry, the *Mus musculus* securin ORF was cloned into the pGEMHE vector, using *Eco*RI and *Bam*HI; and mCherry was sublconed into the same vector, using *Bam*HI and *Not*I. The *Mus musculus Cnot7* or *Cnot8* ORFs were ligated using the Gibson assembly kit (NEB) with pFlag-C3 that was linearized with *Xho*I. pT7-mEGFP-Emi2 3′UTR was created by ligating *EGFP* and the 3′ UTR of mouse *Emi2* by Gibson assembly and subcloning into a modified pmEGFP-N1 vector with added T7. For mRNA synthesis, the pGEMHE constructs were linearized with *Asc*I. pT7-mEGFP-Emi2 3′UTR was linearized with *Not*I. Capped mRNA was synthesized using T7 polymerase (mMessage mMachine kit, Ambion), following the manufacturer's instructions. Final mRNA concentrations were determined on ethidium bromide agarose gels by comparison of the total band intensity with an RNA standard (Ambion). When stated, mRNA tailing was performed using Poly(A) tailing kit (Ambion).

Capped mRNA was synthesized using T7 polymerase (mMessage mMachine kit, Ambion), following the manufacturer's instructions. Final mRNA concentrations were determined on ethidium bromide agarose gels by comparison of the total band intensity with an RNA standard (Ambion).

### 6.3. Detection of protein synthesis

MII or equivalent control and *Btg4*-depleted oocytes were incubated in M2 medium supplemented with 50 µM HPG for 2 h. The oocytes were fixed for 30 min at 37°C in 100 mM HEPES (pH 7; titrated with KOH), 50 mM EGTA (pH 7; titrated with KOH), 10 mM MgSO_4_, 2% formaldehyde (methanol free) and 0.2% Triton X-100, based on previously published methods. Oocytes were permeabilized in PBS with 0.5% Triton X-100 for 30 min at room temperature and washed in PBS + 3% BSA. HPG was detected, using Click-iT cell reaction kit (Life Technologies). The mean cytoplasmic signal was measured in the middle section of each oocyte.

### 6.4. Confocal microscopy

All images were acquired with a Zeiss LSM710 confocal microscope equipped with a Zeiss environmental incubator box or a Zeiss LSM780 confocal microscope equipped with a Tokai hit stage top incubator, with a C-Apochromat 40×/1.2 W water immersion objective lens. In most of the images, shot noise was reduced with a Gaussian filter, and maximum intensity z-projections are shown. The z-projections were generated in Zen (Zeiss).

### 6.5. Fluorescence measurements

The mean cytoplasmic signal of mCherry-tagged cyclin B or securin was measured in a selected area in the middle section of an oocyte over the entire course of meiosis, and the mean background signal from outside the boundaries of the oocyte was subtracted. The signal was then normalized to the starting intensity (relative fluorescence intensity equals 1). The measurements were aligned to anaphase onset in each oocyte (time 0). For EGFP measurements, nominal fluorescence values were compared and plotted over time from the start of the imaging.

### 6.6. Statistics

Mean, s.d. and statistical significance based on Student's *t*-test or Fisher's exact test (two-tailed) were calculated in Microsoft Excel. No statistical methods were used to predetermine sample size. All error bars show standard deviation. All box plots show median (line), mean (small square), 5th, 95th (whiskers) and 25th and 75th percentile (boxes).

### 6.7. Quantitative real-time PCR

mRNA was extracted from oocytes (10–30 per sample), using an RNeasy mini kit (Qiagen) for total RNA or Dynabeads mRNA DIRECT micro kit (Ambion) for the polyadenylated mRNA. The cDNA was generated, using a high-capacity RNA-to-cDNA kit (Applied Biosystems). Real-time PCR was performed with the 7900 HT real-time fast PCR system (Applied Biosystems), using SYBR Green as readout. GAPDH mRNA was used for normalization as the reference gene.

### 6.8. Transfection of HeLa cells and immunoprecipitation

HeLa cells were cultured in DMEM GlutaMAX medium (Gibco) at 37°C in 10% CO_2_. Cells were transfected using polyethylenimine. Proteins were immunoprecipitated using the magnetic GFP-Trap kit (ChromoTek) and dissociated from the beads by boiling in sample buffer. Immunoprecipitates were resolved on protein gels for western blot.

### 6.9. Yeast two-hybrid screen

The Y2H screen was performed by Hybrigenics, using full-length EGFP–BTG4 as a bait and a mouse ovarian cDNA library.

### 6.10. RNA sequencing

Total RNA was isolated, using NucleoSpin RNA XS (Macherey-Nagel) from 50 RNAi-treated oocytes at early metaphase II per sample. A cDNA library was prepared using SMARTer UltraLow Input RNA for sequencing (Clontech Laboratories), and the samples were processed by BGI Tech Solutions. The cDNA product was synthesized and amplified using a SMARTer PCR cDNA synthesis kit (Clontech Laboratories) from the total RNA (about 10 ng) of each sample. The cDNA was fragmented by Covaris E210, and the median insert length was about 200 base pairs. The paired-end cDNA library was prepared in accordance with Illumina's protocols with an insert size of 200 base pairs and sequenced for 100 base pairs by HiSeq4000 (Illumina). The differential gene expression was assessed using NOISeq and DESeq2, as described in the electronic supplementary material.

### 6.11. RNA-Seq analysis

RNA-Seq-based measurements of transcript abundances at the level of genes were represented by fragments per kilobase of transcript per million fragments mapped (FPKMs). FPKM is conceptually similar to the reads per kilobase per million reads sequenced (RPKM) measure, but it is easily adaptable for sequencing data from one to higher numbers of reads from single source molecules. To identify significantly differentially expressed genes between *Btg4*-depleted oocytes and the control group, we used a non-parametric method encoded in NOISeq and a parametric method DESeq2. For NOISeq, we first filtered for low count or abundance using the ‘CPM’ low count filter of NOISeq. Significant differential expression between groups was determined using NOISeq with the following parameters: (i) ‘tmm’, trimmed mean of log_2_ FPKM, normalization; (ii) biological replicates data; and (iii) probability of differential expression q being set to 0.8 or above and log_2_ values being greater than or equal to −1 or 1 for upregulated and downregulated genes, respectively, in *Btg4-*depleted oocytes. This yielded 149 upregulated and 12 downregulated genes in *Btg4*-depleted oocytes. 

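The genes called higher by NOISeq, a method that sets the ratio and the difference of group means against those between replicates, were abundant and short. Their median was 25.2 authors' mean FPKM in control and 115 in *Btg4*-depleted oocytes, with a median transcript length of 1520 bases. After scaling, the 149 genes had a median ratio of 4.80-fold, and the NOISeq rule itself asked for a ratio of at least 2-fold. The 12 called lower, among them *Btg4* and *Lamtor2*, had medians of 94.1 and 24.4 authors' mean FPKM and a median log2 ratio of -1.80.

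The authors' deposited tables hold a probability of differential expression in both places. In the NOISeq lists the lowest probability is 0.80. In the authors' deposited table of all genes, which has identical group means, 21 genes with a ratio of at least 2-fold higher and 1 with a ratio of at least 2-fold lower reach a probability of 0.8, and 20 of these are in the NOISeq lists. The lowest probability that a gene of the NOISeq lists has there is 0.72, a level that 199 genes with a 2-fold ratio reach, and both probabilities rank the called genes in a like order (Spearman's rho 0.93 across genes).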

Further, the DESeq2 standard pipeline for analyses was followed as described [43], which yielded 279 upregulated and 41 downregulated genes.

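DESeq2 fits a negative binomial model to counts, which were not used here, and its called genes carry the only replicate error in the deposited values. In the authors' deposited table the genes called higher have log2 fold changes of *Btg4*-depleted over control from 1.502 to 4.03 with a median standard error of 0.44 and adjusted p-values up to 0.00095. The decreases in the authors' deposited table range in size from 1.52 to 4.65 with a median standard error of 0.47 and adjusted p-values up to 0.00092. The table gives the ratios as control over *Btg4*-depleted, and they are turned round here.

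Every called gene had the same direction in the group means, 279 of 279 higher and 41 of 41 lower, and the authors' log2 fold changes ranked the genes like the ratios of mean FPKM (Spearman's rho 0.99 for increases and 0.99 for decreases, across genes). After scaling, the 277 measured genes called higher, such as *Nobox* and *Cct5*, were higher by a median of 4.13-fold. The 37 measured genes called lower, such as *Piwil1* and *Arid1a*, were lower by a median of 3.58-fold. The calls selected large changes in these same libraries, so direction and size here are no separate support. The median level of the genes called higher went from 13.1 to 50.5 authors' mean FPKM, and that of the genes called lower from 8.14 to 1.21. The supplementary table S2 and the deposited lists hold the same fold change, to 6 significant digits, for 481 of 481 entries.

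Most genes with a large ratio of group means were not called. Of 878 genes that were at least 1.5 higher on the log2 scale and deep enough to be called, the authors called 264, or 30.1%, and of 153 genes at least 1.5 lower they called 33, or 21.6%. At an estimated mean of at least 1000 fragments, 76 of 102 such higher genes were called, and below 100 fragments 17 of 256. Of the lower genes, 4 of 14 were called at the higher level, 11 of 36 at 300 to 1000 fragments, 8 of 40 at 100 to 300 and 10 of 63 below 100. Whether the dependence on depth differs between the directions was not tested. A gene left out of the lists is therefore not shown to be unchanged. The listed DESeq2 changes also start at a size of 1.502 for increases and 1.52 for decreases. Absence from those lists is thus no test of smaller changes.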

### 6.12. SDS–PAGE and immunoblotting

For western blot, 25–50 oocytes per sample were collected. Alternatively, cell lysates (input) or protein immunoprecipitates were collected as described above. Samples were heated at 95°C for 5 min with 1× sample buffer (NuPage LDS sample buffer, Invitrogen) with NuPage antioxidant (Invitrogen). Proteins were separated on 4–12% gradient NuPage bis–tris precast gels (Invitrogen) in MES–SDS running buffer (Formedium). Proteins were blotted onto nitrocellulose membranes (Amersham) at a constant current of 400 mA for 1 h. Membranes were blocked in 5% skimmed milk in PBST for 1 h at room temperature and incubated with primary antibodies (EMI2—Everest Biotech EB0606, Flag tag—Sigma F1804, p44/42 MAPK—Cell Signalling 91069, tubulin α—AbD Serotec MC178G) at 4°C overnight with secondary antibodies (Vector Laboratories PI-9500, GE Healthcare NA93 and NA934, Santa Cruz Biotechnology SC-2032) for 1–2 h at room temperature. The detection was performed, using ECL Prime or ECL Advanced (Amersham) and Kodak X-Ray films.

## Supplementary Material

Supplemental material

## Supplementary Material

Table S2 RNA-seq data

## Data accessibility

RNA sequencing data have been deposited in Gene Expression Omnibus (NCBI GEO) under accession number GSE83876.

How the deposited data were processed for this re-analysis (not part of the article)

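RNA-seq of polyadenylated RNA compared 3 libraries of *Btg4*-depleted oocytes with 3 libraries of control oocytes at early metaphase II. Samples were assigned to groups from their labels and the paper's methods.

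The authors deposited a table of all genes with the mean FPKM of each group, made from paired-end reads at the sequencing provider. The counting program, the annotation and all versions are not given in the sources used here. Every group mean is a whole multiple of 1/300, as the mean of 3 values with 2 decimals would be. The authors' log2 ratio of these means and a score that gives a probability of differential expression stand beside them. The authors also deposited lists of called genes. The lists from the authors' DESeq2 analysis hold a mean normalized count over all 6 libraries (the signal in these tables), a log2 fold change coded as control over *Btg4*-depleted, a Wald score, a p-value and an adjusted p-value. The paper's methods describe the authors' NOISeq settings, and those lists hold group means of FPKM, a log2 ratio, a difference and a probability score. The FPKM depend on the transcript length used, the mapped fragments of each library and the primer on the poly(A) tail, so a longer tail and more RNA are not separated in them.

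The tests planned before the data were examined needed FPKM of each library (limma on log2 FPKM, NOISeq's rule computed again, camera for gene lists, exact permutation tests). The deposited table has group means only, so these were not run, and no standard error or p-value for the difference between groups was computed. A gene is said to have risen or fallen only where the authors' DESeq2 or NOISeq analysis called it, and adjusted p-values of single genes are the authors'.

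From the group means, log2 ratios of FPKM + 1 were computed over genes with a mean FPKM of at least 1, after TMM scaling (30% of ratios trimmed on each side and 5% of levels). Scaling by the median of ratios, quantile normalization, no scaling, pseudocounts of 0.1 and 0.5, no filter, a minimum of 5 FPKM and removal of a loess trend of the log2 ratio on log2 transcript length (span 30%) were tried as alternatives set before the data were examined.

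The genes named are those the paper names, the 10 largest called increases and decreases by the authors' log2 fold change at a mean FPKM of at least 5, and up to 4 called genes with the lowest adjusted p of each list, 81 in all. The part of the rule that asks for every library on the same side could not be applied. Some genes that the rule gives are not reported here. Of the 18 genes the paper names 17 are listed. The naming rule and the 22 gene lists were written before the deposited files were examined and after the paper's supplementary table of called genes had been read. For each list with at least 4 measured genes, the median log2 ratio was placed among 10000 random lists of the same size matched on mean FPKM in 20 bins, and again, as a step added later, on 10 bins of FPKM with 5 bins of length. Called increases in a list were compared by Fisher's exact test, two-sided, with all genes whose estimated mean count reached the lowest count among called genes, with Benjamini-Hochberg adjustment over 21 lists.

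Transcripts of GENCODE M21 on GRCm38 were matched to genes by Entrez and RefSeq identifiers, and the coding transcript closest to the deposited length was used, which gave one for 96.3% of the measured genes. Coordinates were taken only from matches of the siRNA targets to this build and not from the authors' alignment to another build. Sites matching positions 2 to 8 of the siRNA guides (in genes other than *Btg4*), a Pumilio element and an AU-rich pentamer were counted in whole 3′ UTRs, and cytoplasmic polyadenylation elements (TTTTAT or TTTTAAT) in the last 150 nucleotides of 3′ UTRs at least that long.

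The computations were tested on simulated group means of the 10012 genes. The simulated noise had a spread chosen by hand, not taken from these libraries, and was independent between genes. The rates that follow therefore check the computations and are not error rates of these data. A planted log2 offset of -0.3 came back as -0.29. Of 100 genes made 4-fold higher 99.0% came out at least 2-fold higher, of 100 genes made 2-fold higher 43.0%, and of 9812 unchanged genes 0.51%. Of 200 simulated lists of unchanged genes, 7.0% fell outside the percentile limits (2.5% on each side). A planted slope on length of -0.5 was reduced to -0.01.

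Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.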

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

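The comparison with lists matched on length and all tests of explanations in this part were chosen after the results were seen, apart from the median of the granulosa and cumulus markers and the siRNA seed count with its odds ratio.

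The paper does not discuss groups of genes, and 9 lists had medians in the top 2.5% of random lists matched on FPKM and also of lists matched on FPKM and length. These lists were written after the supplementary table of called genes had been read, so their medians are not independent of it. The percentiles also treat genes as independent, while members of a list may move together or share reads. The 2-cell-stage genes had a median log2 ratio of 1.51 over 7 measured members, with 1 called increase (*Zscan4d*). Subunits of the COP9 signalosome had a median of 1.46, the oocyte *Fbxw* cluster 1.35 and enzymes of the tricarboxylic acid cycle 1.21, with DESeq2 increases of *Dlst* and *Pdha1* among 21 measured. Chaperonin and prefoldin genes had 1.15. Ribosomal protein genes had a median of 1.07, and 44 of 84 were at least 2-fold higher although only 2, *Rpl4* and *Rpl5*, were called higher by DESeq2. Mitochondrial ribosomal protein genes had 0.81, with 1 of 76, *Mrps33*, called higher. Cytosolic aminoacyl-tRNA synthetases had 0.73 and translation factors 0.64. Ribosomal protein genes have processed pseudogenes with which they may share reads, and their median stayed above 99.9% of the random lists matched on length, whose typical median was 0.58.

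More genes were higher than lower in *Btg4*-depleted oocytes. For the 2-fold counts of group means, scaling remains an open explanation, since the share of higher genes was 49.1% without scaling. At a log2 ratio of 1.5, about the smallest size of a called change, the tables argue against it as the whole explanation, since the share was 71.1% without scaling (680 higher and 277 lower), the lowest of the scalings, though 57.6% without scaling and pseudocount. Transcript length has a part in the 2-fold counts, which were 1050 higher and 236 lower in the shortest tertile but 243 and 531 in the longest. It is not the whole explanation at 1.5, where the share was 66.1% (602 higher and 309 lower) with the length trend removed. The longest tertile held 43 genes called higher and 22 lower (exact binomial p = 0.0125, two-sided), against 131 and 7 in the shortest. That test treats genes called in the same libraries as independent and leaves out the error between libraries, so its p may be too small. Granulosa and cumulus cells around the oocyte stay open: the 6 measured markers had a median log2 ratio of 0.24, under the limit written down beforehand, but they ran from *Cyp19a1* at -1.06 to *Gja1* at 2.25, so the median decides nothing. The markers summed to 36.31 FPKM in control and 38.05 in *Btg4*-depleted oocytes, where the highest was at 11.97. This total gives no sign of more such cells, but it rests on few genes of low level. The level that such cells would bring was not analysed here.

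Of the genes called lower, 35 besides the target *Btg4* have a measured level and an annotated 3′ UTR, and 23 of these hold a site for at least 1 siRNA seed, against 40.5% of genes not called (odds ratio 2.81, p = 0.0031, Fisher's exact test, two-sided; adjusted p = 0.0061 over 8 motif tests). That count met what had been written down beforehand for an off-target effect, but the 3′ UTRs of these genes are long (median 1919 against 908 nucleotides). Among random genes matched on 3′ UTR length, the joint count lies at percentile 90.5. By the joint count, off-target repression through seed sites and long 3′ UTRs cannot be told apart. One by one, the seeds of siRNA 1, 2 and 3 are at percentiles 81.0, 42.5 and 99.6, and that of siRNA 3 overlaps the AATAAA polyadenylation signal. Sites for siRNA 3 were also rarer in genes called higher (20.2% against 31.5% of genes not called, percentile 0.555). The seed tests were not matched on A+T content. Transcript length also stays open for the genes called lower, since 22 of 37 measured ones lie in the longest tertile, while the number of genes at least 1.5 lower on the log2 scale did not fall with the length trend removed (158 before and 309 after). Whether called genes stayed 2-fold different was not used as a test, since these genes were selected for large changes. A direct effect of the loss of BTG4 was not tested.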

How the results depend on the processing

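The tests at a log2 ratio of 1.5, without genes at 0.01 FPKM, without scaling and pseudocount together, with each setting at 1.5, and with matching on length were added after the results were seen. No paired analysis was possible because the deposited table holds group means and no single libraries. For the same reason the other variance models, the replicate block with and without a length correction, limits on an adjusted p, leaving out each replicate, camera with an estimated correlation, NOISeq's rule with its alternatives and other splits of the samples were not run.

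The share of higher genes among 2-fold different genes was 63.1%. It fell to 49.1% without scaling and to 47.8% without scaling and pseudocount, the settings that turned it below 50%. It was 65.4% with the median of ratios, 53.8% with quantile normalization, 59.2% and 60.7% with pseudocounts of 0.1 and 0.5, 67.3% at 5 FPKM or more, 56.4% without the length trend and 85.0% at a log2 ratio of 1.5, where it ranged from 57.6% to 90.2% over the settings (66.1% without the length trend). The number of higher genes stayed within 1.5 times of the main count except at 1.5 (894), and the number of lower genes except at 5 FPKM (708), without scaling and pseudocount (2211) and at 1.5 (158). The last limit and the filter lower counts by construction, and the other causes were not tested. Of the genes called lower, 19 of 19 measured at 5 FPKM or more were 2-fold lower, but their selection for large changes made this near certain.

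Of 808 values of single named genes under an alternative, 777 moved by less than the authors' standard error (its median for genes not called), 31 moved further and 0 values of called genes changed sign. Of 230 list medians, 218 stayed on the same side of the percentile limits. With matching on length, oxidative phosphorylation (97.3), the proteasome (92.4), oocyte-specific genes (95.9) and chromatin genes (6.96) fell within the limits.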

Differences from the paper's values

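The paper gives 149 genes upregulated and 12 downregulated by NOISeq (the paper's values). At the paper's stated limits of a probability of 0.8 and a 2-fold ratio, the probability in the authors' deposited table of all genes gives 21 and 1. No alternative set before the data were examined acts on this probability, so none closes the difference. The deposited NOISeq lists themselves hold the paper's numbers.

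The paper states, from quantitative PCR normalized to *Gapdh*, that the polyadenylated *Emi2* mRNA was not decreased. In the sequencing data *Emi2* (*Fbxo43*) was at 57.9 authors' mean FPKM in control and 32.2 in *Btg4*-depleted oocytes. Its log2 ratio was -0.67, against -0.08 for *Gapdh*. With the length trend removed, the ratios were -0.49 for *Emi2* and -0.54 for *Gapdh*, so a fall relative to *Gapdh* depends on the processing. *Emi2* is in none of the authors' lists of called genes. The decreases listed by DESeq2 start at a size of 1.52 on the log2 scale, and NOISeq asked for a 2-fold ratio. A change of the size seen for *Emi2* lies under both, so its absence from the lists is no test of a change.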

Other observations

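The tests of 3′ UTR elements and of coding against 3′ UTR length in this part were chosen after the results were seen, apart from the comparison matched on base composition, which was written down before its result.

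Of the transcripts of the metaphase II arrest, those that the paper names were not called. *Ccnb1*, cyclin B, was at 772 authors' mean FPKM in control and 492 in *Btg4*-depleted oocytes (log2 ratio -0.48), *Pttg1*, securin, at 3640 and 2215 (-0.55), *Mos*, the kinase upstream of MAPK, at 588 and 335 (-0.64), and *Ccna2*, cyclin A2, at 37.6 and 17.8 (-0.88). The deadenylase subunits *Cnot7* (295 and 164, -0.68) and *Cnot8* (142 and 68.0, -0.88) and *Pabpn1* (43.8 and 24.9, -0.63) were not called either. The sizes depend on the processing. With the length trend removed, the ratios were -0.63 for *Ccnb1*, -1.16 for *Pttg1*, -1.06 for *Mos* and -0.92 for *Ccna2*. For *Cnot7*, *Cnot8* and *Pabpn1* they were -0.77, -1.11 and -0.94. Of 44 measured genes of the arrest and the APC/C, 1, *Btrc*, a ubiquitin ligase subunit, was called higher, and the list's median of -0.24 lay at percentile 22.1. Of the genes that the paper cites from *Btg4* knockout oocytes, *Padi6* was called higher, *Zp2* was at 551 and 1068 (log2 ratio 1.12) and not called, and *Fgf2* is not listed. The DESeq2 changes listed start at a size of 1.502 on the log2 scale. For the uncalled genes named here, whose ratios are smaller, the lack of a DESeq2 call is no test of a change.

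By DESeq2, among 17 genes of the CCR4-NOT complex and the BTG and TOB family, *Rqcd1* was called higher and *Btg4* lower (median -0.36, percentile 17.3). Of 32 other mRNA decay factors *Lsm2* was called higher (median -0.14, percentile 34.8), of 31 poly(A) and polyadenylation factors *Cpsf1* and *Cpsf3* (median -0.11, percentile 47.3), with *Zar1l* called higher by NOISeq alone, and of 31 spindle checkpoint and kinetochore genes *Ska1*, *Ska3* and *Cenpt* (median -0.15, percentile 44.0). The oxidative phosphorylation genes had a median of 0.87 and the proteasome genes, with *Psma6*, *Psmc5* and *Psmd14* called higher by DESeq2 and *Psmb1* and *Psmb7* by NOISeq alone, 0.68, and both were within the range of lists matched on length. The oocyte-specific genes had a median of 0.49 (percentile 98.7, and 95.9 with length matched). Of 55 chromatin genes 3 were called higher, among them *Kat8* and *Suv39h1*, and 3 lower, among them *Arid1a* and *Kat6a* (median -0.57, percentile 0.05, and 6.96 with length matched). The genes the paper names had a median of -0.48 (percentile 11.6), and 2 measured markers of theca, stroma, blood and endothelium a median of -0.76.

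The 10 measured genes of replication-dependent histones, whose mRNAs in most cells end without a tail, had a median log2 ratio of -0.65, and 0 were called. These and the ribosomal RNAs were chosen after their values were seen.

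A hypothesis is that transcripts with a cytoplasmic polyadenylation element near their end, which can be given longer tails during maturation, are lower relative to other transcripts after the loss of BTG4. The 2295 measured genes with the element had a median log2 ratio of -0.42, against 0.04 without it and -0.28 in random lists matched on 3′ UTR length and A+T content. Of 234 genes called higher with a long enough 3′ UTR, 30 (12.8%) had the element, against 26.8% of genes not called (odds ratio 0.40, p = 3.8e-07, Fisher's exact test, two-sided; adjusted p = 3.0e-06 over 8 motif tests). In 0 of 10000 draws did random genes matched on 3′ UTR length have it as rarely (percentile 0.0), while genes called lower had it in 12 of 35 (34.3%, adjusted p = 0.34). Matching on A+T content of the window as well, which tests base composition of that window as the explanation, gave percentile 0.01. Coding length and GC content of the whole transcript were not matched. In the same family, the Pumilio element and the AU-rich pentamer were also less frequent in genes called higher (odds ratios 0.66 and 0.62, adjusted p = 0.016 and 0.0020), but at percentiles 25.2 and 16.1 of genes matched on 3′ UTR length. Of the other tests, the pentamer was more frequent in genes called lower (odds ratio 4.31, adjusted p = 0.012, percentile 83.9), the Pumilio element was not called different there (adjusted p = 0.20), and siRNA seed sites were less frequent in genes called higher (odds ratio 0.58, adjusted p = 0.00025, percentile 2.55). The 15 measured mRNAs listed as recruited to translation in maturation, *Btg4* among them and 1 above 0, had a median of -0.67 (percentile 3.16, and 8.30 with length matched), and the element may mark transcripts of this kind.

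A further hypothesis was that the fall of the log2 ratio with length comes from the 3′ UTR. Taken singly, 3′ UTR length had the larger correlation (Spearman's rho -0.29 against -0.22 for coding length, across genes). In the same fit the rank coefficients were -0.19 and -0.18, a ratio of 1.05 (95% bootstrap interval over genes 0.90 to 1.24), so both lengths went with the fall and the 3′ UTR alone does not account for it. GC content of the transcript also went with the log2 ratio (Spearman's rho 0.23, rank coefficient 0.16), and 5′ UTR length less so (-0.14 and -0.08). The gene lists were not matched on GC content. Whether shorter cDNA or RNA in one group of libraries gives the trend was not tested, since single libraries were not analysed here.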
